A study of Nematostella vectensis with 8 samples. Its data were reported in "Lineage-specific elaboration of a conserved cnidogenic program drives cnidocyte diversification and illuminates cell type evolution" (2026).

How the data were processed

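The measurements were bulk mRNA sequencing of whole gastrula embryos of the starlet sea anemone Nematostella vectensis, collected 28 hours after fertilization at 24 °C. Embryos had been injected with short hairpin RNA (shRNA) against NvfoxE-like, a forkhead-family transcription factor gene, for which the study's methods name 2 shRNAs in combination, or with a scrambled RNA as the control. Each of the 8 libraries came from a pool of about 1000 injected embryos, 4 pools per group, and the RNA integrity number was at least 8.0 in every sample per the labels. Libraries were sequenced as 150 bp paired-end reads, and the sequencing provider trimmed and filtered the reads.

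The authors quantified the reads with Salmon against transcripts of the Nvec200 genome on the Galaxy platform and deposited 1 table per library with 35819 transcripts. The deposited estimated counts are Salmon's expected number of reads per transcript, which need not be whole because a read that matches several transcripts is divided among them. The deposited TPM values (transcript abundances scaled to a common total) were made by Salmon within each library and were used here only to weight transcript lengths. The submitters' processing notes name Salmon and DESeq2 with no versions. The strand setting and the bias options of Salmon are not given in the sources used here.

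Estimated counts were summed over the transcripts of each gene, which gave 24520 genes, and rounded to whole numbers. Totals ranged from 18656270 to 26073612 estimated counts per library. Of the genes with any count (23769), 19002 passed edgeR's filterByExpr with its minimum count of 10. Between 29.0% and 42.1% of the detected genes of a library had a whole sum, within 0.01 of a count. A sum that is not whole shows that some reads were divided with another gene, but not how many. The number of libraries with a whole sum is therefore given for genes where it was 0. Levels are given as CPM (counts relative to the library size) after TMM scaling.

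Groups were compared with edgeR 4.0.16 under R 4.3.3 by the quasi-likelihood F test, with TMM scaling and no covariate. The study's thresholds were kept: a Benjamini-Hochberg adjusted p of 0.05 or less and a log2 fold change of at least 0.585 in size. The same test with the replicate number as a block, called the paired fit here, was fixed beforehand as the alternative. The study's methods describe the replicates as pairs of a knockdown and a control sample but name no block in the test. The deviations of same-numbered libraries from their group means correlated across genes with r = 0.41, 0.83, 0.83 and 0.69 for replicates 1 to 4. Other libraries of the same prefix correlated to a similar degree (shRNA replicate 1 with control replicate 2 at 0.47, shRNA 2 with control 1 at 0.43, shRNA 3 with control 4 at 0.56 and shRNA 4 with control 3 at 0.69), and libraries of different prefixes correlated negatively, so these values do not tell a pairing by number from a shared prefix. Since all 4 same-numbered values exceeded 0.1, the numbers were taken to pair the libraries before the calls of the fits were compared, and the paired values are given beside the unpaired ones. Standard errors of log2 fold changes were derived from the F statistic. No library pair agreed within sampling noise in a chi-square test of counts over genes, so all 8 libraries were kept as separate samples. The chi-square per degree of freedom was 20.0, 57.7, 20.2 and 26.1 between the same-numbered libraries of replicates 1 to 4. By this measure each shRNA library was nearest to its same-numbered control. The closest others were 67.8 (shRNA 2 with control 1) and 34.3 (shRNA 3 with shRNA 4). These values argue against a shared prefix alone.

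Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with an estimated correlation and the rotation test fry as alternatives, and adjusted over the 7 lists. Gene names and marks came from the study's supplementary collection of 42 published cnidocyte genes, of which 38 carry an identifier of the count tables. NvfoxE-like was left out of its own lists. The RefSeq gene table matched 0 of the identifiers, so genes outside the collection had no names and no genomic coordinates are given. For the same reason the lists for neurons, germ line, muscle and other embryonic cell types could not be linked to counts and were not tested here.

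The text names NvfoxE-like, then all called genes of the collection and up to 4 uncalled genes per class with the highest mean counts, then the 2 genes of smallest adjusted p in each direction outside the collection. The rule was fixed before the data were examined, as were the lists, the tests and most alternatives. Because the unpaired test called no gene, the rule was applied to the calls of the paired fit. Genes that shared an adjusted p were ordered by the unadjusted p, which the rule had not covered.

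Both fits were tested on simulated counts for the 19002 genes in 5 runs with 200 changed genes each. Means, library sizes, replicate differences and the trend of the dispersion with abundance were taken from the paired fit. No gene had a dispersion of its own and the counts followed the paired model, so the values below can be more favourable than in the real data. The paired fit recovered 29.9% of the genes changed by a factor of 1.5, 71.9% of those changed by a factor of 2 and 89.1% of those changed by a factor of 4, and 2.61% of its calls were false. The unpaired fit recovered 0 of the 330 genes changed by a factor of 4.

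Alternatives were DESeq2 1.42.0 with and without the block, RLE scaling, no filter on low counts, a filter of 10 counts in 4 libraries, length offsets, tests per transcript, unrounded counts, other thresholds, the library name prefix as a covariate, and leaving out each library or each replicate number. Figures were drawn with matplotlib 3.10.9.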

Results

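Expression was measured in 4 libraries of embryos injected with the NvfoxE-like shRNA and 4 libraries of embryos injected with a scrambled control RNA, numbered as replicates 1 to 4 in each group. Replicates 1 and 2 carried one library name prefix and replicates 3 and 4 another, and each prefix held 2 libraries of each group. The labels give all 8 libraries 1 common batch value, so what the prefix marks is not known. The shRNA libraries held 25364825, 18656270, 26073612 and 19668957 estimated counts, and the control libraries held 20259706, 22533900, 24084780 and 23075342. At these depths the limit that a count of 0 allows, 3 counts per library, was between 0.115 and 0.161 CPM for counting error only. The largest difference between libraries lay between replicate numbers. The first principal component of log2 CPM held 74.5% of the variance, with scores of -25.0 and -33.8 for the shRNA and control libraries of replicate 1, -116 and -148 for replicate 2, 98.3 and 104 for replicate 3, and 72.3 and 47.8 for replicate 4.

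**Figure D1:**
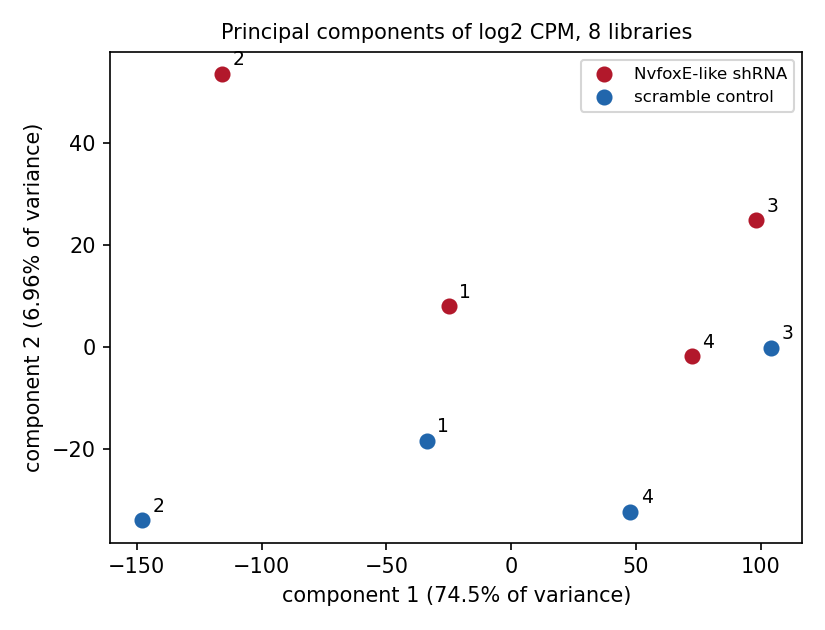
First 2 principal components of log2 CPM for the 8 libraries, with scores in arbitrary units, colour for the group and the replicate number beside each point. Component 1 (74.5% of the variance) groups the libraries by replicate number, and component 2 (6.96%) is higher in the shRNA library than in the control library of every replicate.

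The targeted gene was compared first, because it checks the labels. NvfoxE-like (NV2.25991) measured 11.1 ± 3.25 CPM (SD, n = 4) in the shRNA libraries and 34.5 ± 14.6 CPM (SD, n = 4) in the controls. It was lower in the shRNA library of all 4 replicates, with 36.9%, 45.2%, 25.5% and 32.3% of the control level in replicates 1 to 4. An exact two-sided permutation test over the 70 assignments of 4 libraries against 4 gave p = 0.0286, the smallest it allows, and an exact sign-flip test over the 4 pairs gave p = 0.125, also its smallest. In edgeR's unpaired test the log2 fold change was -1.63 ± 0.40 (SE) with an adjusted p of 1.00 over all genes, so the gene was not called. In the paired fit, which has the replicate block, it was -1.57 ± 0.14 (SE) with an adjusted p of 0.000539, and 33.6% of the control level remained. The sum of NvfoxE-like was whole in 3 of 8 libraries, so part of its reads was divided with other genes.

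The question was which genes depend on NvfoxE-like in the gastrula, when cnidocytes, the stinging cells of cnidarians, are forming. In the paired fit, 203 genes were lower and 40 were higher in shRNA libraries, and 13 of the lower genes and 2 of the higher ones belonged to the collection of published cnidocyte genes. Besides NvfoxE-like, the lower ones were NVE15732, NVE15733, NVE3843, NVE13546, CALM3-like, GFI1B-like3, cnido-jun, NEP3-like, Ncol, ncol1, ncol4 and mcol1, and the higher ones were coup-like2 and foxL2. The median log2 fold change was -1.30 among the lower genes and 0.86 among the higher genes, and all 243 changed in the same direction in 4 of 4 pairs. A change of at least 4-fold was seen in 47 of the lower genes and 1 of the higher genes. The unpaired edgeR test called 0 genes lower and 0 higher, with a smallest adjusted p of 0.220. At an unadjusted p of 0.05 and the fold limit it gave 231 lower and 75 higher genes, and unpaired DESeq2 called 47 and 9.

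Outside the collection 190 genes were lower and 38 were higher, and these carry identifiers only. The pair of smallest p among the lower ones was NV2.10927, which fell by 2.06 ± 0.10 (SE) on the log2 scale from 257 to 58.5 CPM, and NV2.3485, which fell by 3.01 ± 0.16 (SE) from 16.4 to 2.07 CPM. Their adjusted p in the paired fit were 3.95e-05 and 4.20e-05, and 4 other lower genes share the second of these values. Among the higher genes, NV2.15145 rose by 2.37 ± 0.23 (SE) from 2.97 to 17.0 CPM and NV2.6060 rose by 1.32 ± 0.14 (SE) from 15.8 to 39.0 CPM, with adjusted p of 0.00084 and 0.00118. All 4 kept their call without any one replicate. With length offsets the paired value of NV2.6060 was 0.87 and still called, and per transcript NV2.15145 and NV2.6060 were not called (adjusted p = 0.158 and 0.0836). The sum of NV2.3485 was whole in 0 of 8 libraries. The counts of the paired fit depended on replicates 1 and 4: 132 genes were lower and 13 higher without replicate 1, and 127 and 23 without replicate 4. Paired tests per transcript called 19 lower and 0 higher and ended the call of 15 of the 19 genes that are named and called in this text, and paired DESeq2 called 262 and 66. Within one library name prefix, with 2 libraries per group, the unpaired edgeR test called 0 genes in each direction in both prefixes (179 lower and 62 higher at an unadjusted p and the fold limit in replicates 1 and 2, and 291 and 133 in replicates 3 and 4). The paired fit, which leaves 1 residual degree of freedom there, called 128 lower and 49 higher in replicates 1 and 2 and 321 and 164 in replicates 3 and 4. Of the 203 lower genes, 110 and 193 were among them. The 203 were called on these same libraries, so this overlap is largely built in and is no replication. NvfoxE-like changed by -1.31 ± 0.20 (SE) and -1.80 ± 0.18 (SE) on the log2 scale in the paired fits within a prefix.

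**Figure D2:**
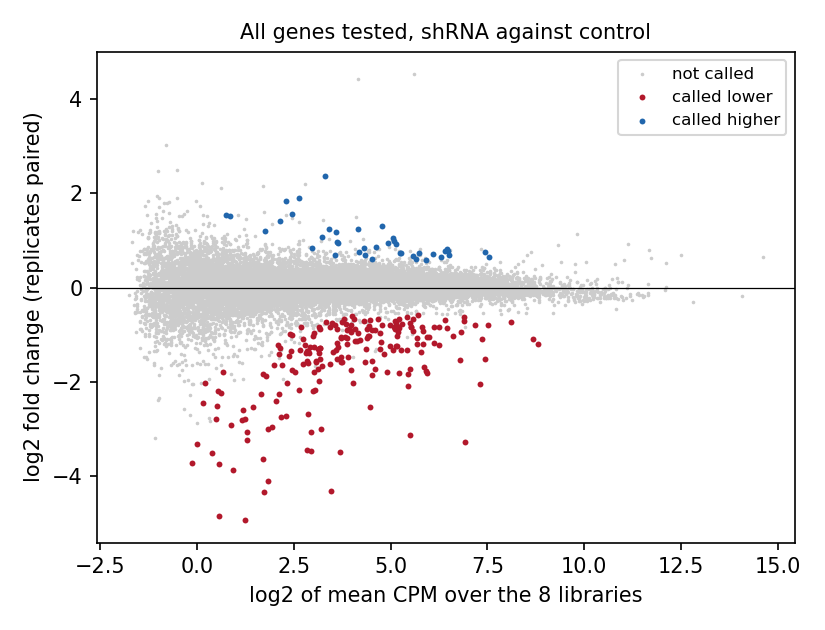
Log2 fold change of shRNA against control in the paired fit (vertical axis) against the log2 of the mean CPM over the 8 libraries (horizontal axis), 1 point per gene tested (19002 genes). The 203 genes called lower reach a log2 fold change of -4.95, and the 40 called higher reach 2.37.

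The collection of published cnidocyte genes, without NvfoxE-like, had 33 members with enough counts to test. In the paired fit 12 fell, 2 rose and 19 did not pass, with a median log2 fold change of -0.54. Adjusted over the list alone, 15 fell and 2 rose. The genes were collected from earlier work, but the study marked some as NvfoxE-like dependent from these same libraries. Neither count is therefore independent of the study's own result on the direction. In the paired fit camera gave an adjusted p of 3.26e-35 for the list being lower than other genes, and 0.0201 with an estimated correlation. The marked genes carry much of this: for the other 23 tested genes the median was -0.18, 4 fell and 2 rose. Their unadjusted camera p was 7.6e-06 paired and 0.00344 unpaired with the preset correlation, and 0.163 and 0.116 with an estimated correlation. Because the marks came from these libraries, a weaker remainder is partly built in. Unpaired, edgeR called 0 of the 33 over all genes (11 fell and 2 rose at an unadjusted p of 0.05 and the fold limit, and DESeq2 called 5 lower and 0 higher), 7 fell when adjusted over the list alone, and the camera adjusted p were 1.38e-24 and 0.00877 with an estimated correlation.

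Capsule genes encode parts of the nematocyst, the organelle that cnidocytes discharge, and include the minicollagens. In the paired fit 4 of the 7 fell, both over all genes and adjusted over the list alone. Ncol fell by 1.89 ± 0.27 (SE) on the log2 scale, from 5.35 to 1.55 CPM, mcol1 fell by 0.95 ± 0.12 (SE), ncol1 fell by 0.84 ± 0.12 (SE) and ncol4 fell by 0.80 ± 0.16 (SE), with adjusted p from 0.0032 to 0.0394. The gene Ngal had a log2 fold change of -0.54 ± 0.10 (SE) with an adjusted p of 0.0256, inside the fold limit, and ggt had -0.54 ± 0.14 (SE) with an adjusted p of 0.172. Without replicate 2 both were called, at -0.59 (0.0213) and -0.68 (0.0376). The minicollagen ncol3 was the most abundant of the class at 568 ± 207 CPM (SD, n = 4) in shRNA libraries and 517 ± 82.1 CPM (SD, n = 4) in controls, and its log2 fold change was 0.068 ± 0.13 (SE). All but Ncol had a whole sum in 0 of 8 libraries, so some of their reads were divided with other genes. How many were divided was not measured, and their single values are uncertain to that extent. Camera gave an adjusted p of 3.27e-15 in the paired fit and 3.76e-09 unpaired, but 0.0637 and 0.0556 with an estimated correlation. That correlation was estimated at 0.865 paired and 0.773 unpaired, far above the preset 0.01, so by this estimate the preset p are too small. The call of ncol4 was lost without replicate 1, 3 or 4 (adjusted p = 0.133 and 0.155 without 1 and 4, and a log2 fold change of -0.58 without 3), that of ncol1 without replicate 1 (0.0611) and that of Ncol without replicate 4 (0.0763).

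Among NEP and toxin-like genes, which encode nematocyte venom components and their relatives, 2 of 5 had enough counts to test. NEP3-like fell by 2.09 ± 0.20 (SE) on the log2 scale in the paired fit, from 71.1 ± 31.6 to 16.5 ± 6.57 CPM (SD, n = 4 each), with an adjusted p of 0.000727, and it was the 1 member that fell over all genes and over the list alone. Its sum was whole in 0 of 8 libraries. TX60B-like3 had a log2 fold change of 0.14 ± 0.23 (SE). The untested members had few counts: NEP3 had 7 in the 4 shRNA libraries and 35 in the controls, Tx60B-like5 had 13 and 39, and NEP8 had 12 and 11. Camera gave an adjusted p of 1.66e-05 in the paired fit and 5.69e-05 unpaired over the 2 genes, and 0.0515 and 0.0256 with an estimated correlation.

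Of 15 transcription factors besides NvfoxE-like, 2 fell, 2 rose and 11 did not pass in the paired fit. GFI1B-like3, a zinc finger gene, fell by 2.70 ± 0.25 (SE) on the log2 scale from 12.6 to 1.96 CPM, and cnido-jun, a Jun-type bZIP gene, fell by 1.99 ± 0.21 (SE) from 14.1 to 3.77 CPM, with adjusted p of 0.000633 and 0.00118. The nuclear receptor gene coup-like2 rose by 0.83 ± 0.17 (SE) from 14.2 to 25.9 CPM and the forkhead gene foxL2 rose by 0.69 ± 0.12 (SE) from 9.03 to 14.6 CPM, with adjusted p of 0.0474 and 0.0287. Both rises were near the threshold: foxL2 lost its call without any one replicate (adjusted p from 0.0519 to 0.186), and coup-like2 lost it without replicate 1, 3 or 4 (0.136, 0.091 and 0.175) and with length offsets (0.0502). The uncalled factors of highest mean count were foxA at -0.021 ± 0.095 (SE), whose sum was whole in 0 of 8 libraries, NvpaxA, coup-like1 at -0.18 ± 0.09 (SE) and ATF2-like1 at -0.14 ± 0.09 (SE). Adjusted over the list alone, 4 fell and 2 rose. The median log2 fold change of the 15 factors was -0.14 in the paired fit and -0.15 unpaired. Camera gave an adjusted p of 0.000675 in the paired fit and 5.13e-05 unpaired, and 0.0637 and 0.0242 with an estimated correlation.

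The study tested for an interaction of NvfoxE-like with 2 other transcription factors of cnidocyte development, Nvznf845 and NvpaxA, in both directions. These libraries show 1 direction, the response of the 2 factors to the NvfoxE-like shRNA. Nvznf845 measured 41.2 ± 24.2 CPM in shRNA libraries and 41.1 ± 27.0 CPM in controls (SD, n = 4 each), and its log2 fold change in the paired fit was 0.025 with a 95% interval from -0.24 to 0.29. NvpaxA measured 75.0 ± 23.3 and 78.9 ± 38.2 CPM (SD, n = 4 each), with a log2 fold change of 0.047 and a 95% interval from -0.36 to 0.45. Neither was called, with adjusted p of 0.962 and 0.95, and both intervals lie inside the fold limit. The single pairs of NvpaxA disagreed, however, with log2 ratios of 0.089, 0.83, -0.58 and -0.080 in replicates 1 to 4. The ratio of replicate 2 lay beyond the fold limit, and the SD of the 4 ratios was 0.58. The 95% interval rests on a standard error moderated with the spread of other genes. It is therefore narrower than these pairs alone would give, and a change of NvpaxA beyond the fold limit is not excluded. The study's text calls the effect of this knockdown on NvpaxA minimal, and its figure legend describes a slight increase. The unpaired log2 fold changes were 0.0015 ± 0.65 (SE) and -0.074 ± 0.45 (SE).

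Genes of other classes in the collection held the largest falls. NVE15732 fell by 4.36 ± 0.50 (SE) on the log2 scale from 6.32 to 0.305 CPM, and NVE15733, whose identifier number is the next one, fell by 3.14 ± 0.15 (SE) from 81.7 to 8.26 CPM. NVE3843 fell by 1.84 ± 0.12 (SE), the calmodulin-like gene CALM3-like fell by 1.33 ± 0.21 (SE) and NVE13546 fell by 0.81 ± 0.11 (SE). Adjusted p for these 5 genes in the paired fit ranged from 3.95e-05 to 0.0118. The call of CALM3-like was lost without replicate 1 or 4 (adjusted p = 0.109 and 0.107) and that of NVE13546 without replicate 4 (0.0642). Not called were NVE5730 at -0.67 ± 0.14 (SE), with an adjusted p of 0.0603 (called by paired DESeq2 at 0.0106, and by edgeR with no filter on low counts at 0.0378), dkk3-like3 at -0.40 ± 0.18 (SE), ANTR2-like at -0.35 ± 0.18 (SE) and NVE17236 at -0.14 ± 0.47 (SE). The sums of NVE3843, CALM3-like and NVE5730 were whole in 0 of 8 libraries.

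**Figure D3:**
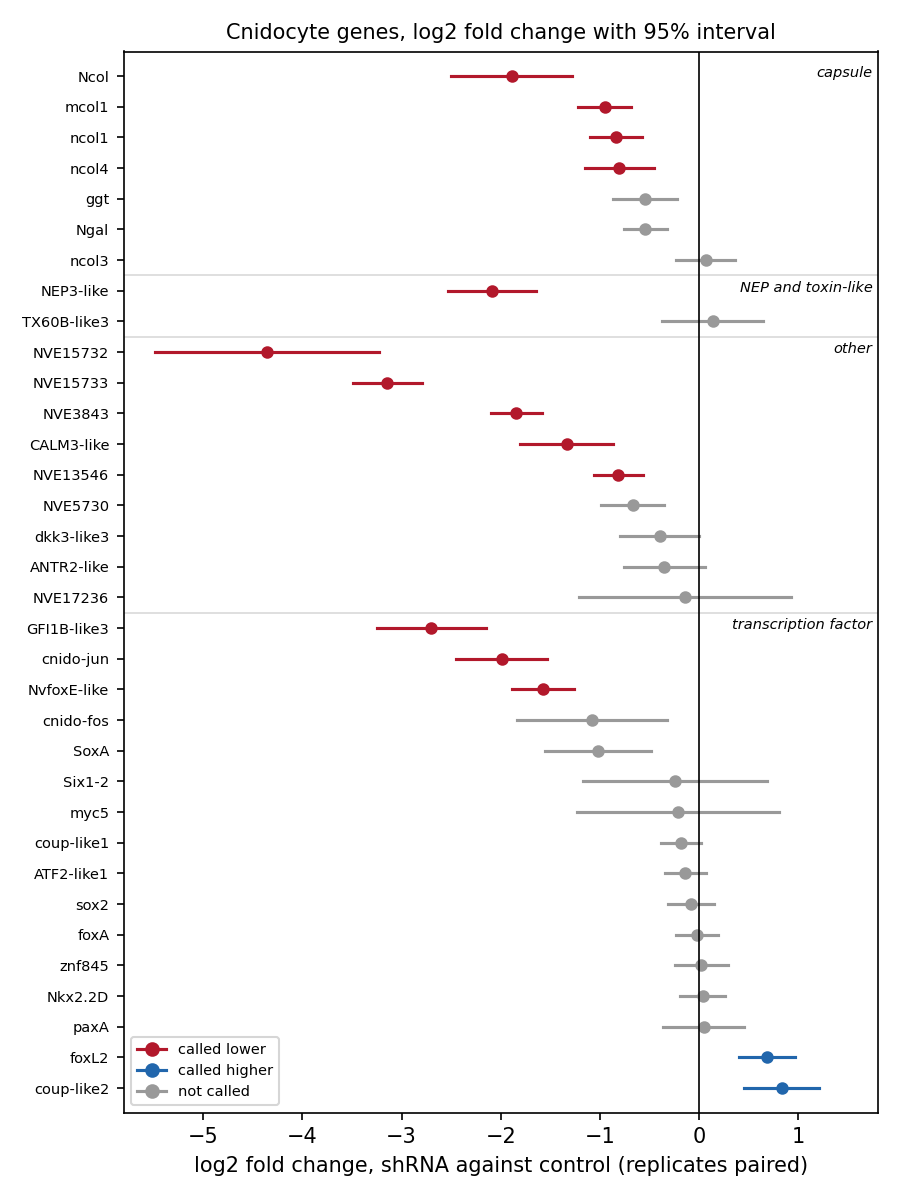
Log2 fold change of shRNA against control in the paired fit for the tested cnidocyte genes and NvfoxE-like, grouped by class, with bars for the 95% interval. NVE15732 lies lowest at -4.36, ncol3 and the factors NvpaxA and Nvznf845 lie near 0, and coup-like2 and foxL2 lie above 0.

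The collection was also divided by the study's marks of dependence on its 3 factors. Of the 10 genes marked NvfoxE-like dependent, 8 fell in the paired fit and 10 fell when adjusted over the list alone, with a median log2 fold change of -1.94. These marks were made from the same libraries and are not independent evidence. SoxA at -1.02 ± 0.24 (SE) with an adjusted p of 0.0972 and cnido-fos at -1.08 ± 0.34 (SE) with 0.296 were the pair not called over all genes, and both are named here after their values were seen. Replicate 3 differed from the others, with log2 ratios of -0.070 and 0.49, and without it both were called (-1.35 with an adjusted p of 0.00915 and -1.57 with 0.0063). Paired DESeq2 called SoxA (0.0125). Camera gave an adjusted p of 1.00e-69 in the paired fit and 7.58e-57 unpaired, and 0.00237 and 0.00122 with an estimated correlation. Of the 16 tested genes marked Nvznf845 dependent and not NvfoxE-like dependent, 4 fell (ncol1, mcol1, ncol4 and NVE13546) and 2 rose (coup-like2 and foxL2), and 5 fell and 2 rose when adjusted over the list alone. Camera gave an adjusted p of 4.40e-07 in the paired fit and 0.00208 unpaired, but 0.206 and 0.201 with an estimated correlation. The list of genes marked for none of the 3 factors holds Nvznf845, which is itself one of the 3. Of its 7 tested genes, 0 were called by edgeR in either fit, over all genes or over the list alone, 0 passed an unadjusted p of 0.05 and the fold limit, and 0 were called by DESeq2 in either fit. The marks for NvfoxE-like came from these libraries, so the lack of calls is partly built into this list. Camera gave adjusted p of 0.560 and 0.443, and 0.591 and 0.460 with an estimated correlation.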

Values the study reported

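The study reported 148 genes with lower expression and 33 genes with higher expression in embryos injected with the NvfoxE-like shRNA, from 4 replicates per group. For a subset of the genes with lower expression, it repeated the injections in new batches of animals. All genes tested there by in situ hybridization decreased, as did all but a single gene assessed by qPCR. The study mapped all 181 targets to a single-cell atlas. Of 42 published cnidocyte genes that the study compared with the targets of its 3 transcription factors, 32 could be placed in a regulatory cascade and 10 were targets of none.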

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

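The tests of the paired fit under other settings, DESeq2 with the library prefix, the fits within each prefix and the list without NvfoxE-like dependent genes were chosen after seeing the data. The unpaired comparison called 0 genes in each direction with edgeR under RLE scaling, both other filters, length offsets, unrounded counts, tests per transcript, no fold limit, glmTreat (a test against the fold limit) and the prefix covariate. Leaving out single libraries or replicates gave 0 or 1 gene in each direction. It gave 231 lower and 75 higher genes at an unadjusted p, 47 and 9 with DESeq2, 117 and 19 with DESeq2 and the prefix, 203 and 40 with the replicate block, and 262 and 66 with the block and DESeq2. Of the 203 and 40 genes, 202 and 40 were shared with paired DESeq2.

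In the paired fit the counts stayed within 1.5 times under RLE scaling, the filters, length offsets, unrounded counts and no fold limit. They were 19 and 0 per transcript, 451 and 231 at an unadjusted p, 99 and 5 with glmTreat and 262 and 66 with DESeq2, and without one replicate they ranged from 127 to 237 lower and from 13 to 35 higher. Of the 203 lower genes, 130, 193, 161 and 125 remained called lower without replicates 1 to 4. Of the 19 named genes called in the paired fit, 15 lost their call per transcript, with adjusted p from 0.0836 to 0.478 and no change of direction. NVE15733, NVE3843, NV2.10927 and NV2.3485 kept it. The cause of this loss was not tested.

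NvfoxE-like was lower in every setting run. In the fits within a prefix, its log2 fold change was -1.34 unpaired and -1.31 paired for the prefix of replicate 2. For the other prefix it was -1.79 and -1.80. Over the other unpaired settings it ranged from -1.87 to -1.45, and over the other paired ones from -1.69 to -1.43. The value was -1.57 with the replicate block in edgeR, -1.56 with the block in DESeq2 and -1.57 in the paired test per transcript. NvfoxE-like was called in the first 2 of these, and per transcript its adjusted p was 0.0836. Nvznf845, NvpaxA and other genes near 0 changed sign without passing the threshold. The unpaired Nvznf845 value was -0.00074 with length offsets and -0.0040 per transcript, and that of NvpaxA was 0.021 per transcript, 0.0060 with the prefix, and 0.047 and 0.061 with the replicate block in edgeR and DESeq2. Without one library or replicate, unpaired values ranged from -0.30 to 0.37 for Nvznf845, -0.36 to 0.13 for NvpaxA, -0.061 to 0.32 for ncol3, -0.13 to 0.46 for TX60B-like3, -0.22 to 0.21 for foxA, -0.40 to 0.063 for ATF2-like1 and -0.79 to 0.10 for NVE17236. Paired values ranged from -0.12 to 0.089 for Nvznf845, -0.19 to 0.26 for NvpaxA, -0.094 to 0.21 for ncol3, -0.087 to 0.38 for TX60B-like3, -0.082 to 0.059 for foxA and -0.56 to 0.18 for NVE17236.

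All lists kept their direction, and the block changed no call of a list tested with the preset correlation. Unadjusted p of lists whose adjusted p rose above 0.05 follow. With an estimated correlation these were, unpaired, 0.0397 for capsule genes and 0.172 for the Nvznf845-marked genes, and paired, 0.0455 for capsule genes, 0.0221 for NEP and toxin-like genes, 0.0383 for transcription factors and 0.177 for the Nvznf845-marked genes. With fry they were, unpaired, 0.118 for capsule genes, 0.0644 for NEP and toxin-like genes, 0.0254 for transcription factors and 0.275 for the Nvznf845-marked genes, and paired, 0.0981 for the last. The published list without its NvfoxE-like dependent genes had p = 0.116 unpaired and 0.163 paired with an estimated correlation, against 0.00344 and 7.6e-06 with the preset one. The unpaired p of the Nvznf845-marked genes ranged from 4.28e-05 to 0.343 when single libraries were left out, the highest without shRNA replicate 3. The estimated correlation of the Nvznf845-marked genes was 0.593 paired and 0.245 unpaired. Like that of the capsule genes it lay far above the preset 0.01, so by these estimates the preset p of both lists are too small. In the paired fit it was 0.013 for NEP and toxin-like genes and 0.0055 for transcription factors, near the preset value. The causes of the other changes were not tested.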

Other observations

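The tests of the axis shift, the library name prefix, the totals and abundant genes along the axis, and the capsule genes were chosen after the results they measure were seen. Several capsule genes were lower with the shRNA. A hypothesis that the embryos had fewer cnidocytes with all capsule genes lower alike would place all 7 at a common value. The 95% intervals of 3 of the 7 lay apart from their median of -0.80, with ncol3 and Ngal above it and Ncol below it, which speaks against an even loss. Some reads of 6 of the 7 were divided with other genes, and expression of ncol3 outside cnidocytes was not measured here. A smaller even loss masked in single genes therefore stays open. Ncol was also marked NvfoxE-like dependent from these same libraries. Only an even loss was examined, and a loss of cnidocytes that lowers these genes unevenly was not tested.

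More genes were lower than higher with the shRNA when replicates were paired, and 3 technical explanations were tested. A shift along the axis that separates the replicates, as embryos of another stage or quality could give, predicted a median log2 fold change of -0.039 for the 203 lower genes (quartiles -0.095 and 0.037), against -1.30 observed. After a correction of each pair for transcript length, 190 of the 203 were still called lower. These values speak against a shift along this axis and against transcript length as the whole cause. The axis was drawn from the 4 control libraries. The shift along it within pairs was -9.28, -46.9, 14.2 and -19.8 in replicates 1 to 4, with no common sign. The paired fit favours genes that fall alike in all pairs, so the 203 genes could hardly follow it. A difference of stage or quality along another direction was not tested. After all libraries were thinned to the smallest total, 194 were still called, but thinning leaves the scaled values nearly as they were and so decides nothing. The shRNA library had the larger total in 2 of the 4 pairs, so the totals differed in no common direction. This speaks against library size as the whole cause. That the 203 genes were lower in all 4 pairs adds nothing, because the paired fit picked them on these pairs. From these libraries alone, a dependence of the 203 genes on NvfoxE-like remains a hypothesis. Effects of the 2 combined shRNAs on other transcripts were not tested here. The study's repeat experiments on a subset of its targets, named above, were not measured here.

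The lower genes had close identifier numbers more often than chance gives. Of the 203, 68 had another lower gene within 5 numbers, against a mean of 15.6 in 10000 permutations matched on expression (p = 0.0001, the smallest these can give), while 2 of the 40 higher genes did against a mean of 0.625 (permutation p = 0.3). Among the 203 most lowered genes of the 7 other splits that part all pairs, at most 49 had such a neighbour and at least 18, against 67 in the real split. With 8 such splits in all, no share under 0.05 can be reached, and the others mix both groups within each arm. A tendency of neighbours to vary together in any comparison therefore stays open. Reads shared between near-identical neighbours could not be excluded: among the 31 lower genes with whole sums in at least 7 of 8 libraries 2 had a neighbour, against a mean of 0.406 (permutation p = 0.2), and the excess seen over all genes would give 1.77, too few to decide. This test was first read as a fit, and it was judged too small only after its result was seen. Whether the numbers follow positions on chromosomes was not tested here, so tandem gene copies that respond together remain a candidate explanation.

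One axis held 74.5% of the variance and separated the replicate numbers. The gap between replicates of one prefix was up to 63.5% of the gap between the prefixes, which speaks against a batch of the prefixes as the whole cause. The log of the library total accounted for 18.0% of the variance of the axis scores, which speaks against library size as the whole cause. The share of counts in the 100 most abundant genes, from 16.7% to 27.2%, accounted for 69.7% of it, so a link of the axis with a few abundant genes stays open. After thinning the axis held 75.7%, and without these 100 genes it held 74.6%, but both steps leave the scaled values nearly as they were and so exclude nothing. The split of the libraries by prefix called 5216 genes lower and 4840 higher in the unpaired test, so the prefix or something that goes with it marks a structure of the samples. A difference in age or parents between the embryo pools is a biological explanation that was not tested.

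Of the 35 splits of the 8 libraries into groups of 4, all 35 gave at least the 0 lower and 0 higher genes of the unpaired test, with a highest other count of 5216 in one direction. Every split reaches a count of 0, so this comparison decides nothing. For camera p in the unpaired fit, chance can be excluded for 4 lists only if the pairing is ignored, since 1 of 35 splits, the real one, gave a p as small but only 8 of the 35 part all pairs. The 4 lists were the published genes (3.94e-25, with 6.96e-15 as the smallest of the other splits), capsule genes (1.61e-09 and 7.77e-07), NEP and toxin-like genes (4.07e-05 and 0.000725, over 2 tested genes) and transcription factors (2.93e-05 and 0.000203). The NvfoxE-like dependent genes (1 of 35 splits, 1.08e-57 and 8.64e-25) were picked on these libraries, which fixes the outcome, so their count decides nothing. The Nvznf845-marked genes (12 of 35 splits, 0.00178 and 5.41e-06) and the genes marked for no factor (12 of 35 splits, 0.443 and 0.0938) did not stand out from the other splits even with the pairing ignored.

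For the paired fit only 8 splits part all 4 pairs, too few for a share under 0.05. The real split called 243 genes and the highest of the others called 0, and the others differ in that they mix both groups within each arm. The camera p of the real split and the smallest of the others were 9.32e-36 and 1.14e-08 for the published genes, 1.40e-15 and 1.13e-08 for capsule genes, 1.19e-05 and 0.0675 for NEP and toxin-like genes, 0.000579 and 0.0154 for transcription factors, 1.43e-70 and 5.38e-10 for the NvfoxE-like dependent genes, 2.51e-07 and 6.32e-06 for the Nvznf845-marked genes, and 0.560 and 0.278 for the genes marked for no factor. In the last list 4 of the 8 splits gave a p as small as the real one, and in the others 1 did.

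The unpaired edgeR test called 0 genes lower and 0 higher at the study's thresholds, and unpaired DESeq2 called 47 and 9. Those counts are lower than the values quoted from the study above. DESeq2 with the prefix called 117 and 19. These are also lower. With the replicate block edgeR called 203 and 40, and DESeq2 called 262 and 66. These are higher than the quoted values. The sources used here do not state whether the study's test was paired, or whether it was made per gene or per transcript, so the cause of the differences is open. Of 70 groups of 4 values checked for a single library far from the rest, over library totals and the named genes, 0 held one.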
